# Chromogenic *in situ* hybridization reveals specific expression pattern of long non-coding RNA *DRAIC* in formalin-fixed paraffin-embedded specimen

**DOI:** 10.1016/j.ncrna.2023.11.004

**Published:** 2023-11-11

**Authors:** Kouhei Sakurai, Seiji Yamada, Rika Ito, Mako Ochiai, Tatsuya Ando, Yasuhiro Sakai, Taku Kato, Hiroyasu Ito

**Keywords:** Long non-coding RNA, *DRAIC*, Chromogenic *in situ* hybridization, RNAscope, Tissue microarray, Neuroendocrine differentiation

## Abstract

Long non-coding RNA (lncRNA) plays an important role in the regulation of gene expression in normal and cancer cells. We previously discovered a novel tumor-suppressive lncRNA, *DRAIC*, in prostate cancer cells. Subsequent studies have demonstrated that *DRAIC* is dysregulated in various malignancies and exhibits a tumor-suppressive or pro-oncogenic function. However, details regarding its expression pattern in normal and cancerous tissues remain largely unknown. In this study, we performed chromogenic *in situ* hybridization (CISH) using RNAscope technology to assess *DRAIC* expression in formalin-fixed paraffin-embedded (FFPE) specimens. In the neuroendocrine-differentiated cancer cell line VMRC-LCD, CISH revealed a diffuse localization of *DRAIC* in the cytoplasm as well as specific accumulation in the nuclear compartment. *DRAIC* expression was comprehensively analyzed using tissue microarrays containing 89 normal and 155 tumor tissue samples. *DRAIC* was weakly expressed in normal epithelial cells of the colon, bronchiole, kidney, prostate, and testis. Conversely, *DRAIC* was moderately to highly expressed in some cancer tissues, including prostate adenocarcinoma, invasive ductal carcinoma of the breast, neuroendocrine carcinoma of the esophagus, lung adenocarcinoma, and small cell lung carcinoma. While *DRAIC* knockdown did not affect VMRC-LCD cellular viability and invasive ability, gene expression related to the neuroendocrine and cancer-related pathways was altered. Our expression analysis revealed the specific expression pattern of *DRAIC* in normal and cancerous FFPE tissues. The results presented here may lead to the elucidation of additional novel functions of *DRAIC*.

## 1 Introduction

Recent advances in transcriptomic technology have revealed that the vast majority of the human genome is transcribed to produce non-coding RNA, which is not translated into proteins [1]. Along with well-characterized conventional non-coding RNAs such as tRNA and rRNA, various other types of non-coding RNAs are intracellularly expressed. Among these, long non-coding RNAs (lncRNAs) are defined as RNAs longer than 200 nucleotides in length with no open reading frame. While the total number of lncRNA genes remains unclear, it has been estimated that the number exceeds 100,000 in a human cell [2]. Although a few lncRNAs have been functionally characterized, some have been demonstrated to play biological roles in physiological processes, including development, cellular differentiation, and homeostasis [3]. Therefore, the abnormal expression of a specific lncRNA is closely linked to the initiation and progression of diseases such as cancer.

Each lncRNA is expressed in the nucleus, cytoplasm, or both and can interact with other molecules, such as nucleic acids and proteins, to perform its functions. For example, nuclear lncRNAs (e.g., *NEAT1* and *MALAT1*) are involved in chromatin remodeling, gene transcription, and RNA splicing through their interaction with transcription factors and RNA-binding proteins [4,5]. Cytoplasmic lncRNAs (e.g., *TINCR* and LINC00152) regulate the mRNA and protein turnover, modulate molecular signaling activity, and sequester microRNAs (miRNAs) [6,7]. Because the functions of lncRNAs are dependent on their subcellular localization and binding partners, it is essential to identify their distribution inside a cell to determine their biological roles.

Previously, we identified a novel tumor-suppressive lncRNA, *DRAIC* (Downregulated RNA in cancer, inhibition of cell invasion and migration), which is a 1.7 kb spliced and polyadenylated RNA that was predominantly expressed in the cytoplasm of prostate cancer cell lines [8]. We demonstrated that *DRAIC* had tumor-suppressive effects and its high expression was a good prognostic indicator in patients with prostate adenocarcinoma [8]. Subsequently, *DRAIC* was revealed to interact with subunits of the IκB kinase (IKK) complex to inhibit NF-κB activity and suppress prostate cancer progression [9]. Furthermore, the tumor-suppressive mechanisms of *DRAIC* have been reported in glioblastoma [10], gastric adenocarcinoma [11], retinoblastoma [12], and triple-negative/basal subtype of breast carcinoma [13]. Conversely, pro-oncogenic functions of *DRAIC* have been demonstrated in nasopharyngeal carcinoma [14] and lung adenocarcinoma [15]. Although the molecular mechanisms of the contradictory roles of *DRAIC* have not been fully elucidated, they might be attributed to its versatility in regulating multiple pathways that include autophagy [10,16], protein translation [10], ubiquitin modification [11], and immune cell infiltration [17]. To understand its complex mode of action [18], it is important to analyze the expression level and subcellular localization of *DRAIC* in each cell line and tissue.

Archived formalin-fixed paraffin-embedded (FFPE) samples are invaluable resources for identifying pathological biomarkers. Chromogenic *in situ* hybridization (CISH) is an analysis method to visually detect RNA in FFPE tissues at the single-cell level. We have demonstrated the efficacy of CISH to analyze the miRNA expression patterns in normal and cancerous FFPE tissue samples [19,20]. Although various *in situ* hybridization methods for lncRNAs have been developed [21], detecting lncRNAs in FFPE specimens remains challenging because the longer transcript is easily degraded during formalin fixation [22]. Furthermore, CISH technology with increased sensitivity is required to visualize lncRNAs because their expression level is typically lower than that of mRNAs [23]. To overcome these limitations, we performed CISH utilizing RNAscope technology [24] to detect *DRAIC* in FFPE cell lines and tissue microarrays (TMAs). The RNAscope CISH successfully visualized *DRAIC* expression, thus providing novel insights into the role of *DRAIC* in a subset of malignancies.

## 2 Material and methods

### 2.1 Cell culture

The VMRC-LCD, 22Rv1, and PC3 cell lines were obtained from the Japanese Collection of Research Bioresources Cell Bank (Osaka, Japan), the European Collection of Authenticated Cell Cultures (Salisbury, UK), and the American Type Culture Collection (Manassas, VA, USA), respectively. VMRC-LCD cells were maintained in Dulbecco's Modified Eagle Medium (DMEM) (Thermo Fisher Scientific, Waltham, MA, USA) containing 10 % fetal calf serum (FCS) (Thermo Fisher Scientific), and penicillin/streptomycin (P/S) (FUJIFILM Wako Chemical Corporation, Osaka, Japan), while the 22Rv1 and PC3 cells were maintained in RPMI-1640 (Thermo Fisher Scientific) containing 10 % FCS and P/S.

For the pathological analysis, the cells were washed twice using phosphate-buffered saline (PBS) (Thermo Fisher Scientific) without trypsin treatment and fixed using 10 % neutral buffered formalin (FUJIFILM Wako Chemical Corporation) for 3 h at room temperature (RT). The fixed cells were embedded in paraffin after being gelled with 1 % sodium alginate and 1 M CaCl_2_, as previously reported [25]. The 3-μm thick sections were mounted on silane-coated slides (New silane 3) (MUTO PURE CHEMICAL CO., L.T.D., Hongo, Tokyo, Japan).

### 2.2 Transfection

VMRC-LCD cells at 3 × 10^5^ cells/well were seeded in a 6-well plate. At 24 h after seeding, transfection with siRNA (20 nmol/L) was performed using Lipofectamine RNAiMax transfection reagent (Thermo Fisher Scientific). The negative control siRNA (si-NC: #51-01-14-03) and two siRNAs against *DRAIC* (si-*DRAIC*1: hs. Ri.LOC145837.13.1; si-*DRAIC*2: hs. Ri.LOC145837.13.2) were obtained from Integrated DNA Technologies (Coraville, IA, USA).

### 2.3 Cell viability assay

VMRC-LCD cells at 1 × 10^4^ cells/well were seeded in a 96-well plate. At 24 h after seeding, siRNA transfection was performed as described above. The cells were subjected to a cell viability assay at the designated time point using WST-8 (DOJINDO LABORATORIES, Kumamoto, Japan) according to the manufacturer's instructions. The 450-nm absorbance of samples was measured using Sunrise Rainbow (Tecan, Männedorf, Switzerland).

### 2.4 Matrigel invasion assay

VMRC-LCD cells at 1 × 10^5^ cells/well after transfecting siRNA were seeded into 24-well Matrigel Invasion Chamber (#354480, Corning, NY, USA) in serum-free DMEM. Ten percent FCS was added only to the lower compartment. After incubation for 48 h, the noninvaded cells were removed from the upper surface of the membrane by scrubbing with a swab. The invaded cells were fixed and stained with 0.5 % crystal violet in 20 % methanol solution for 15 min, and counted per membrane.

### 2.5 RT-qPCR

Total RNA was isolated using NucleoSpin RNA (TaKaRa, Shiga, Japan). The RNA was treated with DNase I (TaKaRa), and cDNA was synthesized using random hexamer and oligo-dT primers and the ReverTra Ace qPCR RT Master Mix (TOYOBO, Osaka, Japan). Quantitative PCR (qPCR) was performed using a QuantStudio 5 Real-Time PCR system (Thermo Fisher Scientific) with the SYBR Green Real-Time PCR Master Mix -Plus- (TOYOBO). The comparative Ct method was used to determine the relative expression of *DRAIC* after normalization to *HPRT1*. The PCR primer sequences are as follows: *DRAIC* [8] forward 5′-TGAACTCAACTCCTGAGAAGGAC-3′ and reverse 5′-CGCTCTCAGACTCTTCAGTTCTC-3′; *HPRT1* [16] forward 5′-AGCCAGACTTTGTTGGATTTG-3′ and reverse 5′-TTTACTGGCGATGTCAATAGG-3′.

### 2.6 Gene expression microarray and Gene Ontology (GO) analysis

Total RNA from VMRC-LCD cells transfected with si-NC and si-*DRAIC*2 was isolated using NucleoSpin RNA. The RNA integrity was assessed by an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and gene expression analysis was performed using the Human Clariom S Assay (Affymetrix, Santa Clara, CA, USA). The raw data were obtained as CEL files, which were processed using the Signal Space Transformation Robust Multi-Chip Analysis (SST-RMA) algorithm in the Transcriptome Analysis Console software (Thermo Fisher Scientific) with background correction, quantile normalization, and summarization. The expression dataset was deposited into the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) (https://www.ncbi.nlm.nih.gov/geo/) and is accessible through GEO Series accession number GSE242691. GO analysis was performed using Metascape (https://metascape.org/gp/index.html#/main/step1) [26], with the upregulated (fold change >1.5) or downregulated (fold change < −1.5) genes in si-*DRAIC*2 compared with si-NC.

### 2.7 Chorioallantoic membrane (CAM) assay

The CAM assay was performed in accordance with the protocol that was approved by the Animal Affairs Committee at Fujita Health University (approval number APU22067). The fertilized eggs were obtained from the Fukushima branch of MORI BREEDING FARM (Fukushima, Japan). The CAM assay was performed as previously reported, but with modifications [27]. Briefly, the eggs were placed in the incubator (Rcom MX-20, BellBird, Japan) set at 37.5 °C, with 65 % humidity, and the eggs were rotated once an hour. On day 8 of incubation, egg rotation was stopped, and a round window was opened using the round bar to expose the CAM. PTEF O-ring (Sansho, Tokyo, Japan) was placed on the xenografted area of the CAM, and VMRC-LCD cells at 5.0 × 10^6^ in a total of 20 μL medium (10 μL PBS and 10 μL Matrigel basement matrix (Corning)) were xenografted. The shell window was covered with Tegaderm™ (3 M Japan Limited, Tokyo, Japan), and the egg was placed back into the incubator. On day 5 of the CAM assay, a tumor on the CAM was excised and the eggs were sacrificed in a −20 °C freezer for 2 h. The tumor was fixed using 10 % neutral buffered formalin for pathological analysis.

### 2.8 CISH

CISH was performed on the cell lines and TMA samples (FDA331, FDA808I-1, FDA808I-2, EN801b, and LC811a) (TissueArray.Com LLC, Derwood, MD, USA) with RNAscope (R) 2.5 HD Reagent Kit-BROWN (Advanced Cell Diagnostics (ACD)) (Newark, CA, USA). The Z probes for *DRAIC* (#568281) and *DapB* (negative control, #310043) were obtained from ACD. The Z probe for *DRAIC* that targeted 2–1270 of NR_026979.1 was designed and synthesized by ACD. The commonly available TMAs analyzed in this study have been widely used in research, and their academic value has already been determined. Therefore, the Institutional Review Board deemed that this study was not required for ethical review in light of the Ethical Guidelines for Medical and Biological Research Involving Human Subjects.

After deparaffinization, the samples were treated with H_2_O_2_ to block endogenous peroxidase activity. The target retrieval was performed for 3 min using the SR-MP300-K (Panasonic, Kadoma, Osaka, Japan). The samples were treated with the Protease Plus reagent for 15 min (cell lines) or 30 min (TMAs). Each Z probe was hybridized for 2 h at 40 °C in a HybEZ Hybridization System (ACD). The signal was amplified using AMP1 (30 min at 40 °C), AMP2 (15 min at 40 °C), AMP3 (30 min at 40 °C), AMP4 (15 min at 40 °C), AMP5 (60 min at RT), and AMP6 (15 min at RT) reagents. The signal was visualized using the 3,3′-diaminobenzidine (DAB) chromogen diluted in the DAB substrate buffer, and the slides were counterstained with hematoxylin.

Individually stained slides were scanned with Axioscan7 (Oberkochen, Germany) and visualized using QuPath open-source software [28]. *DRAIC* expression was analyzed by counting dark brown dots regardless of the dot size in both the nucleus and cytoplasm of 100 cells from 3 random fields of view and was indicated as the average [29]. Instances where the specimen detached during the CISH procedure were excluded from analysis. Instances with a large amount of hemosiderin and other biological pigments were also excluded from analysis because it was challenging to distinguish them from the *DRAIC* signal. Each slide was evaluated by two independent board-certified pathologists (K.S. and S·Y.).

## 3 Results

### 3.1 Expression of *DRAIC* in FFPE cell line block samples and xenograft tissues

We performed CISH using RNAscope, a technique to detect intracellular RNA with high sensitivity and specificity [24]. After two paired Z probes were tandemly hybridized to the target RNA, the L-shaped preamplifier binds to the upper region of the Z probes (Fig. 1a). The amplifiers then bind to multiple sites on each preamplifier, and the labeled probes containing a chromogenic enzyme bind to multiple sites on each amplifier, which makes it possible to detect low levels of RNA with high sensitivity. A pool of multiple paired Z probes can detect partially fragmented RNAs in an FFPE specimen. When the paired Z probes do not tandemly bind to RNA, the preamplifier does not bind, thus ensuring high specificity [24].

**Fig. 1:**
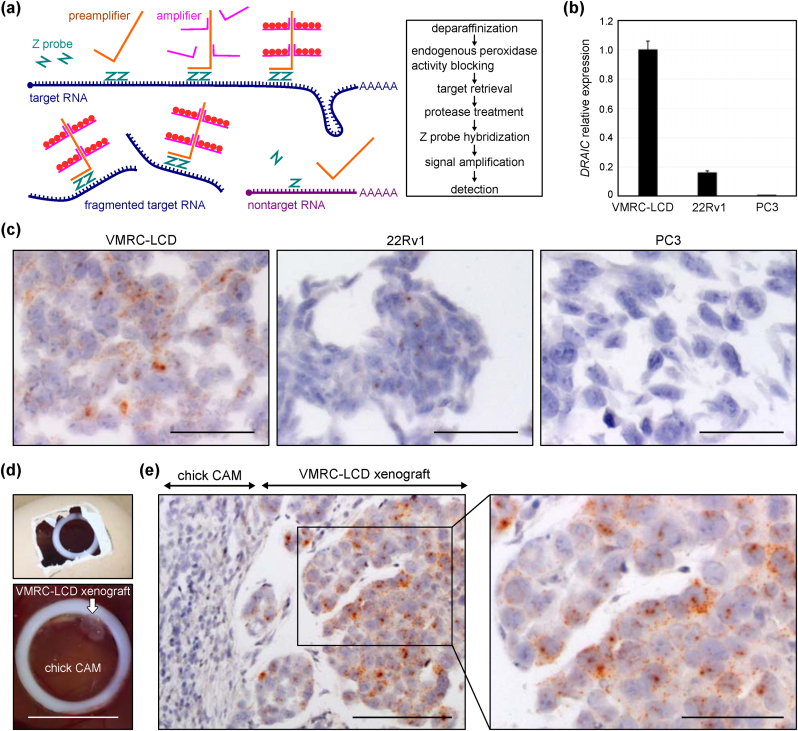
Expression of *DRAIC* in formalin-fixed paraffin-embedded (FFPE) cell line block and xenograft samples, (a) Schematic illustration of chromogenic *in situ* hybridization (CISH) using RNAscope. The RNAscope steps are shown in brief on the right. (b) The expression of *DRAIC* in VMRC-LCD, 22Rv1, and PC3 cell lines was measured by RT-qPCR and normalized to *HPRT1*. Mean ± standard deviation (S.D.) *n* = 3. The expression in VMRC-LCD was set as 1. (c) *DRAIC* staining of VMRC-LCD (left), 22Rv1 (center), and PC3 (right) was analyzed by CISH. Scale bar: 50 μm. (d) Chorioallantoic membrane (CAM) assay. Upper panel: the window was opened and a PTEF O-ring was placed on the CAM. Lower panel: the tumor mass (white arrow) of the VMRC-LCD xenograft on the chick CAM at day 5. Scale bar: 10 mm. (e) *DRAIC* staining in the CAM assay was analyzed by CISH. The region with a black line rectangle at the left panel is magnified right. Scale bar, 100 μm (left) and 50 μm (right).

We first evaluated the expression of *DRAIC* in human cancer cell lines. Based on the *DRAIC* expression analyzed using the Cancer Cell Line Encyclopedia (CCLE) dataset [30], we selected three human cancer cell lines: VMRC-LCD, 22Rv1, and PC3 cells (Fig. S1). RT-qPCR showed that VMRC-LCD had the highest expression of *DRAIC*, 22Rv1 had moderate expression, and PC3 had the lowest expression (Fig. 1b). We performed the RNAscope CISH for *DRAIC* using the FFPE samples, which revealed that the strongest signal and largest number of dots were found in VMRC-LCD (Fig. 1c, left), weaker and fewer signals in 22Rv1 (Fig. 1c, center), and the weakest and least amount of signals in PC3 (Fig. 1c, right) (Fig. S2). As for the subcellular localization, diffuse small dots were predominantly observed in the cytoplasm, while some accumulated larger dots were detected in a nuclear compartment. As a negative control, we confirmed that no signal of *DapB*, a bacterial RNA, was observed in these three cell lines (Fig. S3).

We next detected *DRAIC* in the VMRC-LCD xenograft in the CAM assay. After xenografting VMRC-LCD cells onto the chick CAM, a macroscopically visible tumor formed at day 5 (Fig. 1d). CISH detected *DRAIC* signals in the VMRC-LCD xenograft but not in the chick CAM tissue (Fig. 1e). Similar subcellular localization patterns shown in Fig. 1c were observed, namely many diffuse small dots in the cytoplasm and larger dots in the nucleus.

### 3.2 Expression of *DRAIC* in TMAs

Based on the results using the FFPE cell block samples and xenograft tissues, we performed the RNAscope CISH on the TMAs to comprehensively evaluate the expression pattern of *DRAIC* in normal and tumor tissues. In Fig. 2 and Supplementary Tables, the results of normal tissues, various tumor tissues excluding lung cancer, and lung cancer tissues were summarized. In normal tissues (*n* = 89), *DRAIC* was weakly expressed in some epithelial cells of the colon, bronchiole, kidney, prostate, and testis and was mostly localized in the nucleus (Fig. 2, Fig. 3, and Table S1). *DRAIC* was not expressed in non-epithelial cells such as fibroblasts and blood cells.

**Fig. 2:**
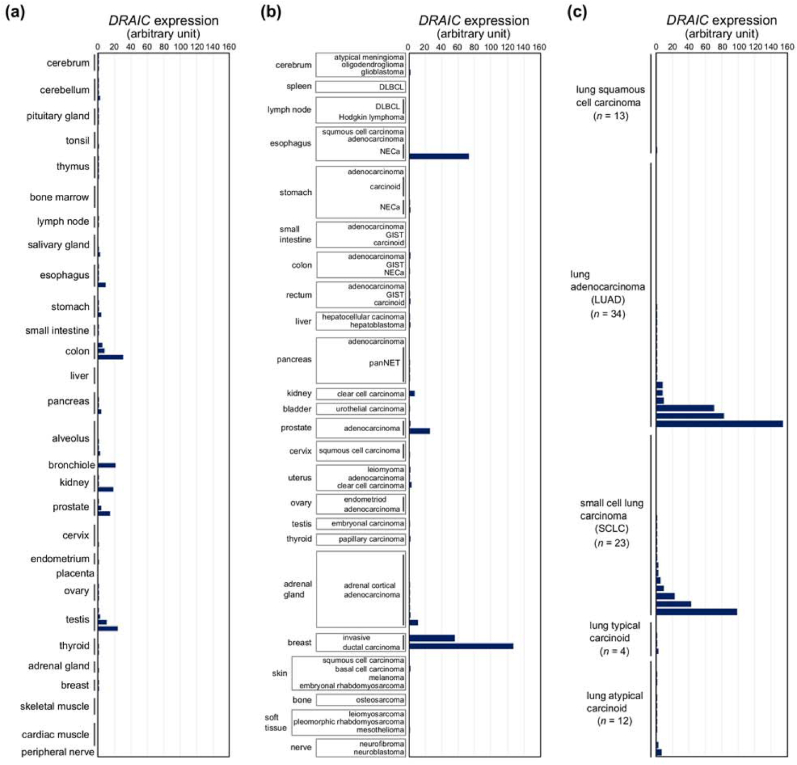
Expression of *DRAIC* in tissue microarrays (TMAs), (a)–(c) The expression of *DRAIC* was analyzed by CISH in normal tissues (a), various tumor tissues (excluding lung cancers) (b), and lung cancer tissues (c). Each bar indicates the average number of dots per 100 cells from three random fields of view. DLBCL; diffuse large B-cell lymphoma, NECa; neuroendocrine carcinoma, GIST; gastrointestinal stromal tumor, panNET; pancreatic neuroendocrine tumor.

**Fig. 3:**
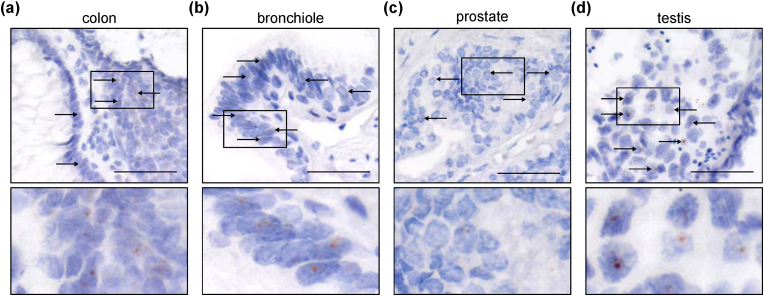
Representative images of *DRAIC* expression in normal tissues, Representative images of *DRAIC* expression in normal epithelial cells of the colon (a), bronchiole (b), prostate (c), and testis (d) tissues. Arrows indicate some of the *DRAIC* signals. Scale bar: 50 μm. The region with a black line rectangle is magnified below. The length of each magnified panel is 50 μm.

In tumor tissues (*n* = 155), *DRAIC* was moderately to highly expressed in some instances (Fig. 2b and c) (Tables S2 and S3). These included prostate adenocarcinoma (Fig. S4, left), invasive ductal carcinoma of the breast (Fig. S4, right), neuroendocrine carcinoma (NECa) of the esophagus (Fig. 4a), lung adenocarcinoma (LUAD) (Fig. 4b), and small cell lung carcinoma (SCLC) (Fig. 4c). The *DRAIC* signals were detected in both the cytoplasm and nucleus of these cancer cells, although the distribution patterns varied according to the sample.

**Fig. 4:**
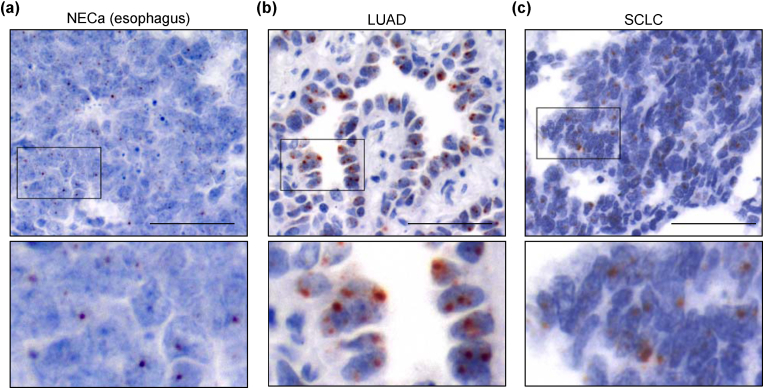
Representative images of *DRAIC* expression in cancerous tissues, Representative images of *DRAIC* expression in NECa of the esophagus (a), lung adenocarcinoma (LUAD) (b), and small cell lung carcinoma (SCLC) (c). Scale bar: 50 μm. The region with a black line rectangle is magnified below. The length of each magnified panel is 50 μm.

### 3.3 Potential downstream genes of *DRAIC* in the neuroendocrine carcinoma-derived cell line, VMRC-LCD

Our recent findings based on *in silico* analysis revealed that a higher expression of *DRAIC* is associated with the neuroendocrine (NE) feature in lung cancer [31]. Because CISH detected the *DRAIC* signal in a subset of NECa and SCLC (NE-differentiated lung carcinoma) (Fig. 2, Fig. 4), we hypothesized that *DRAIC* may perform a biological role in NECa. Thus, we transfected siRNAs against *DRAIC* in VMRC-LCD, which is a NE-differentiated LUAD cell line [32]. Although two different siRNAs (si-*DRAIC*1 and si-*DRAIC*2) against *DRAIC* reduced *DRAIC* expression compared with the negative control (si-NC) (Fig. 5a), the cellular viability and invasive ability were not affected by *DRAIC* knockdown (Fig. 5b and Fig. S5). 

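The microarray compared VMRC-LCD cells, a lung adenocarcinoma line with NE differentiation, after transfection with si-NC or si-*DRAIC*2 at 20 nmol/L. The sample labels give 72 h of incubation, a time that the paper's text does not state for the microarray. Each condition was measured on 1 array. No difference between the conditions therefore has a replicate check, and no p-value is given for any gene or gene list. The Human Clariom S Assay reads each gene with several probes, which are summarized into 1 signal per transcript cluster. The authors processed the CEL files with SST-RMA in the Transcriptome Analysis Console, which corrects the background, brings the arrays to a common distribution by quantile normalization and summarizes the probes. A change of the same size in every transcript would not show after such a normalization. The deposited log2 signals covered 21448 transcript clusters, from 2.09 to 18.1 with a median of 7.03 in si-NC and from 2.25 to 18.2 with a median of 6.99 in si-*DRAIC*2. Across transcript clusters, which are not independent replicates, the arrays had a Pearson's r of 0.994. The values were used as deposited, and a difference is the log2 signal in si-*DRAIC*2 minus that in si-NC. Its median over all transcript clusters was −0.011 and its SD 0.38.

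The platform annotation used here paired 17709 transcript clusters with 1 gene symbol and none with several. The other 3739 (17.4%) are unnamed here. No transcript cluster was paired with *DRAIC* in this annotation, so the knockdown and the labels of the arrays could not be checked on the target itself. The same held for *NEAT1*, *MALAT1*, *TINCR* and LINC00152. *HPRT1*, the reference gene of the RT-qPCR, was measured at a log2 signal of 11.49 in si-NC and 11.89 in si-*DRAIC*2, a difference of 0.40 or 1.32-fold. This lies at percentile 90.8 of the differences of genes with a similar signal. To gauge the signal of genes that are not expressed, 493 genes of families presumed silent in this line were used (olfactory, taste, vomeronasal and trace amine receptors, keratin-associated proteins and beta-defensins). Of these, 95% had a mean log2 signal of 6.00 or below, and 12341 transcript clusters lay above that level.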

To investigate the potential downstream genes, we selected si-*DRAIC*2 for gene expression microarray because it showed the slightly greater effect on *DRAIC* knockdown than si-*DRAIC*1 (Fig. 5a). We found 1100 upregulated and 1343 downregulated genes in si-*DRAIC*2 compared with si–NC–treated VMRC-LCD cells (Fig. 5c). 

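Among genes with a mean signal at or above the median of the arrays, the largest fall was that of *CHAC1*, which encodes a glutathione-degrading enzyme induced by the stress factor ATF4. It was 4.44-fold lower in si-*DRAIC*2, with a log2 signal of 9.71 in si-NC and 7.56 in si-*DRAIC*2. *GADD45G*, a stress-induced activator of MAPK signaling, was 3.66-fold lower, and *FICD*, an enzyme that modifies the chaperone BiP in the endoplasmic reticulum, was 3.29-fold lower. *RGS16*, a regulator of G protein signaling, and *MKNK2*, a kinase of the translation factor eIF4E, had log2 differences of −1.54 and −1.46. *IHH*, a Hedgehog ligand, and *GP2*, a glycoprotein of secretory granules, both had a difference of −1.40. The other falls of this size were in *DNASE1L1* (−1.71), *RIN2* (−1.44), *ZDHHC16* (−1.43), the histone gene *H2BC14* (−1.39) and the kinase gene *HIPK3* (−1.33).

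Of the named genes that were higher in si-*DRAIC*2, *ZMAT3*, a p53 target that encodes an RNA-binding protein, had a log2 difference of 1.39, from 9.30 to 10.69. *RAB21*, a small GTPase of endosomes, had a difference of 1.33, from 13.45 to 14.79, and *PGAM1*, an enzyme of glycolysis, 1.21, from 13.30 to 14.51. *SESN3*, a stress-responsive sestrin, was 2.46-fold higher, *ENTPD5*, a nucleotidase of the endoplasmic reticulum, 2.43-fold, and *RETREG1*, a receptor for the autophagy of the endoplasmic reticulum, 2.32-fold. The remaining large rises were in *LINC01189* (1.61), *ANP32D* (1.32), *RANBP3L* (1.29), *KHDRBS3* (1.25), *LGALS2* (1.23) and *HAVCR1* (1.23). *LINC01189*, *ANP32D* and *H2BC14* have near-identical relatives in the genome, and their probes may not tell these apart.

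In the whole table, 1100 transcript clusters were more than 1.5-fold higher and 1343 more than 1.5-fold lower in si-*DRAIC*2, together 11.4% of all. Of these, 884 higher and 1058 lower ones have a gene symbol. Most differences were small, with 85.9% of them between 1.5-fold and 2-fold. They were more frequent among dim transcript clusters. Below the median signal, 724 were higher and 822 lower (14.4%), and at or above it 376 were higher and 521 lower (8.36%). In the presumed silent families, 72 genes (14.6%) passed 1.5-fold, 27 higher and 45 lower. With 32 added to both linear signals, which damps dim signals, 373 higher and 521 lower transcript clusters passed 1.5-fold.

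**Figure D1:**
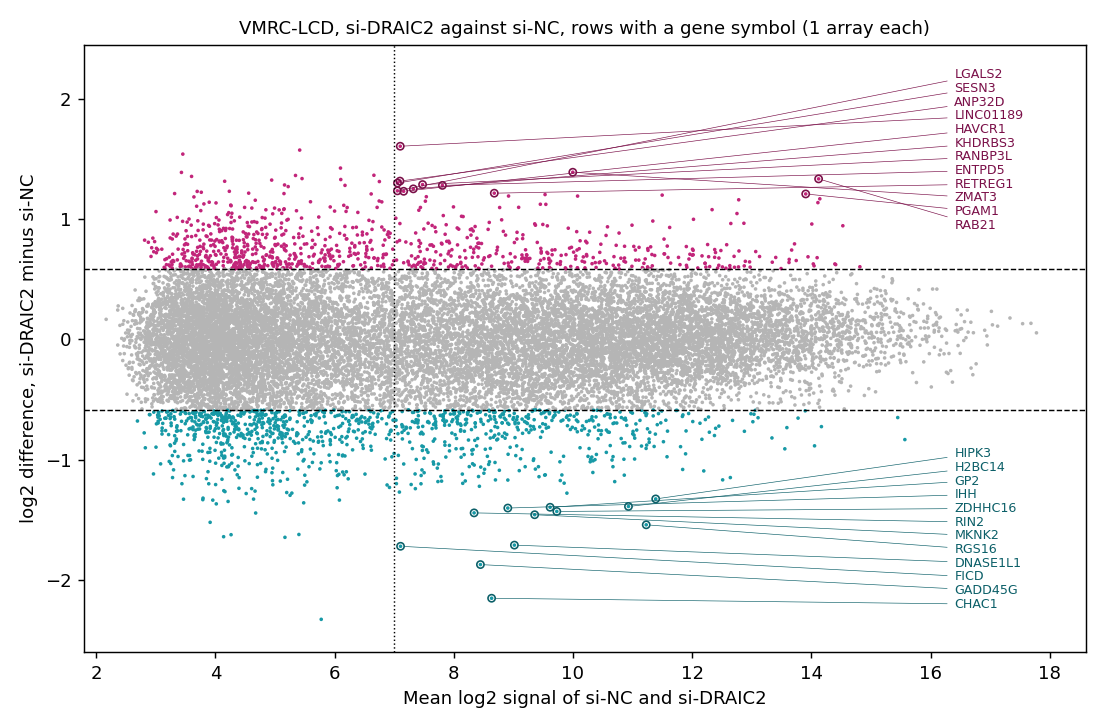
Log2 difference, si-DRAIC2 minus si-NC, against the mean log2 signal of both arrays for transcript clusters with a gene symbol (1 array per condition). Dashed lines mark 1.5-fold and the dotted line the median signal of 6.99; magenta points are higher and cyan points lower than 1.5-fold, and circles mark the 12 largest rises and 12 largest falls at or above the median signal, from 1.61 for LINC01189 to −2.15 for CHAC1.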

GO analysis showed the enrichment of GO terms such as brain development, regulation of nervous system development, cell maturation, MAPK, and cell migration in the downregulated genes (Fig. 5d). On the other hand, GO terms including regulation of hormone levels and regulation of cell-substrate adhesion were enriched in the upregulated genes (Fig. S6).

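In gene lists made after these terms, more genes of cell migration and of MAPK signaling were lower than higher. Of 114 measured genes that promote cell migration, 16 were lower and 10 higher than 1.5-fold in si-*DRAIC*2. *ANXA1*, which encodes annexin A1, had a log2 difference of −1.18, the guidance ligand gene *SEMA3C* −0.89, *PODXL*, which encodes podocalyxin, −0.76 and the transcription factor gene *PROX1* −0.59, whereas *ITGA3*, an integrin subunit gene, had 0.87 and the metalloprotease gene *ADAM9* 0.65. Of 97 regulators of the MAPK cascade, 10 were lower and 4 higher. Besides *GADD45G*, its binding partner *MAP3K4* (−0.86) and the kinase genes *MAP3K7* (−0.77) and *MAP2K6* (−0.65) were lower, and *RASGRP3*, an activator of RAS, was higher (0.59).

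Genes of the nervous system went both ways. Of 84 regulators of nervous system development, 9 were lower and 8 higher. *SLITRK6* (−1.15), which acts in neurite outgrowth, *EFNB2* (−0.72), an ephrin, and *HEY1* (−0.64), a Notch target, were lower, and *TCF4* (0.90), *PLXNC1* (0.67) and *LINGO1* (0.62) were higher. Of 98 brain development genes, 8 were lower and 6 higher. The lower ones with a signal at or above the median were *DLL1* (−0.66), a Notch ligand, and *NR4A2* (−0.63), a nuclear receptor of dopamine neurons. Of 43 cell maturation genes, 5 were lower, *IHH* and *RUNX3* (−0.59) among them, and 2 were higher.

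The lists were written by hand after the terms and are not the GO terms themselves, and no enrichment p was computed. Each median difference was instead placed among 10000 random lists of the same size matched on mean signal, and a list stands apart where its median lies outside the middle 95% of these. The MAPK list had a median of −0.16 (percentile 0.05) and the brain development list −0.11 (percentile 1.56), and both stand apart. The medians of the migration list (−0.051, percentile 13.8), the nervous system list (0.032, percentile 84.2) and the cell maturation list (−0.0031, percentile 57.5) do not. Of the migration genes past 1.5-fold, 12 of the 16 lower and 8 of the 10 higher lay below the median signal. In counts, the migration list exceeded the random medians both ways, with 16 lower against 7 and 10 higher against 6. As many lower members were found in 0.37% of the random lists and as many higher in 10.1%. For lower members the share was 8.86% for the MAPK list and 10.5% for the nervous system list. It was 15.1% for the cell maturation list and 28.7% for the brain development list. Among genes at or above the median signal, neither the MAPK list (median 0.030, percentile 78.7) nor the brain development list (median −0.066, percentile 18.7) stands apart, the migration list had 0.0078 (percentile 58.2) and the nervous system list −0.038 (percentile 34.3), and with 32 added to both linear signals the MAPK list does not (median −0.047, percentile 6.15) while the brain development list does (median −0.054, percentile 1.24). *NR4A2*, *LINGO1*, *RUNX3* and *RASGRP3* lie close to the threshold and no longer passed 1.5-fold with this offset, nor did *PROX1* or *RUNX3* after the median difference of all rows was set to 0.

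From the enriched terms, the paper proposes that *DRAIC* might take part in the characteristics of NE-differentiated cancer cells.

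**Figure D2:**
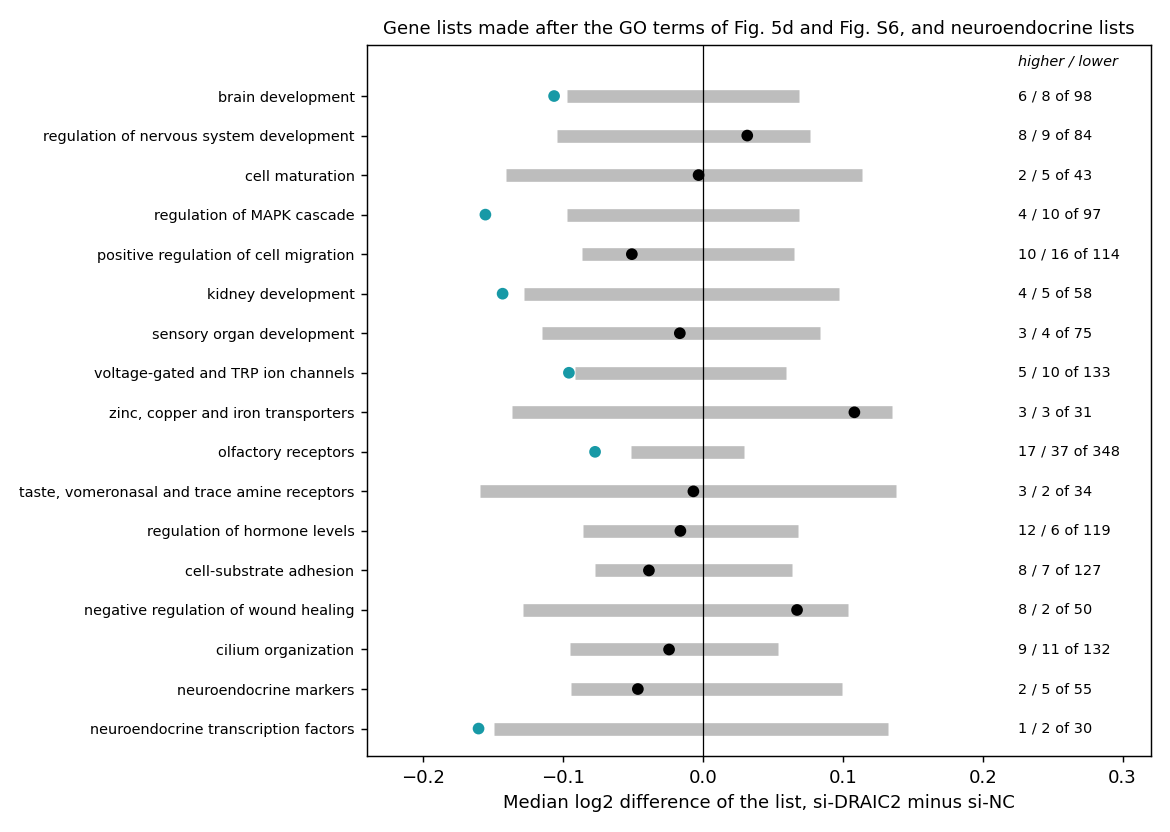
Median log2 difference, si-DRAIC2 minus si-NC, of 17 gene lists (points), with the middle 95% of 10000 random lists matched on size and mean signal (grey bars) and the numbers of members higher and lower than 1.5-fold (1 array per condition). Cyan points lie below the bars: the MAPK list at −0.16 is the farthest from its bar, which ends at −0.097, and no point lies above its bar.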

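More genes that set hormone levels were higher than lower in si-*DRAIC*2, and genes of cell-substrate adhesion were about evenly split. Of 119 measured genes of hormone synthesis, processing, secretion and breakdown, 12 were higher and 6 lower than 1.5-fold. *AKR1C4*, a steroid-metabolizing reductase, had a log2 difference of 0.75, *RDH11*, a retinol dehydrogenase, 0.63 and *ACVR1C*, an activin receptor, 0.60. *FFAR2*, a receptor for short-chain fatty acids, had −1.22, the protease gene *CTSL* −0.68 and *CPE*, which encodes the prohormone-processing carboxypeptidase E, −0.65. Of 127 adhesion genes, 8 were higher and 7 lower. *SGCE* (0.89), which encodes a sarcoglycan, and the pseudokinase gene *PEAK1* (0.80) were higher together with *ITGA3* and *ADAM9*. *PRKCE* (−1.11), *LAMA1* (−0.99), a laminin chain gene, *ANGPT1* (−0.71) and *NTN4* (−0.63), a netrin gene, were lower.

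As many higher members as in the hormone list were found in 4.11% of the random lists matched on size and signal, and as many as in the adhesion list in 32.5%. The medians of the hormone list (−0.016, percentile 44.4) and the adhesion list (−0.039, percentile 19.0) lie within the range of random lists, as does that of the 65 adhesion genes at or above the median signal (0.016, percentile 66.1). Of the 12 higher members of the hormone list, 9 had a signal below the median, and *ACVR1C* did not pass 1.5-fold with 32 added to both linear signals. At or above the median signal, 3 hormone genes were higher and 3 lower, and the 36 there had a median of −0.012 (percentile 47.0).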

**Fig. 5:**
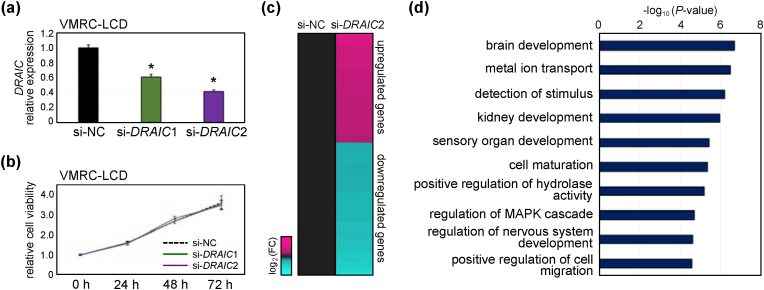
Effect of siRNA-mediated knockdown of *DRAIC* in a neuroendocrine-differentiated lung cancer cell line, VMRC-LCD, (a) The expression of *DRAIC* after transfection with siRNAs against *DRAIC* in VMRC-LCD cells was measured by RT-qPCR and normalized to *HPRT1.* Mean ± S.D. *n* = 3. The expression of the si-negative control (NC) was set as 1. *p < 0.05. (b) The cell viability of si-NC, si-*DRAIC*1, and si-*DRAIC*2 of the VMRC-LCD cells was measured using a WST-8 assay. The viability at 0 h of each siRNA-transfected cell was set as 1. (c) Heat map showing the upregulated (FC > 1.5) and downregulated (FC < −1.5) genes of si-*DRAIC*2 compared with si-NC in the VMRC-LCD cells. FC; fold change. (d) Gene Ontology terms for the Biological Processes enriched in the downregulated genes of si-*DRAIC*2.

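Other terms of Fig. 5d concern ion transport, the detection of stimuli and organ development. Of 133 voltage-gated and TRP ion channel genes, 10 were lower and 5 higher than 1.5-fold in si-*DRAIC*2. The sodium channel gene *SCN3A* had a log2 difference of −0.97 and *HCN4*, a channel of pacemaker currents, −0.59, and the potassium channel gene *KCNK6* had 0.62. Of 31 zinc, copper and iron transporter genes, 3 were higher and 3 lower, and the zinc transporter genes *SLC39A1* (0.85), *SLC39A5* (−1.13) and *SLC39A6* (−0.61) differed from each other in direction. Among 348 olfactory receptor genes, 37 were lower and 17 higher. *OR51E2* (−0.70, from 11.08 to 10.39) was the lower receptor with a signal at or above the median. Of 34 taste, vomeronasal and trace amine receptor genes, 2 were lower and 3 higher, and *TAAR1* had a difference of −0.98, from 12.07 to 11.09. In the 58 kidney development genes, 5 were lower, *NOTCH2* (−0.69) and 4 genes below the median signal, and 4 were higher. In the 75 sensory organ development genes, 4 were lower, *PROX1* among them, and 3 were higher.

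The ion channel list (median −0.096, percentile 1.68), the olfactory receptors (median −0.077, percentile 0.06) and the kidney list (median −0.14, percentile 1.52) stand apart from random lists, and the transporters (median 0.11, percentile 94.2), the taste, vomeronasal and trace amine receptors (median −0.0068, percentile 52.3) and the sensory organ list (median −0.016, percentile 47.9) do not. Only 3 olfactory receptor genes had a signal at or above the median of the arrays, and with 32 added to both linear signals the list had a median of −0.023 (percentile 0.03). The kidney list no longer stands apart among the 16 of its genes at or above the median signal (median −0.030, percentile 45.2) or with the offset of 32 (median −0.059, percentile 2.85), nor do the ion channels with this offset (median −0.031, percentile 7.28), although the 38 at or above the median signal do (median −0.18, percentile 0.67). As many lower members as in the ion channel list were found in 44.5% of random lists. *HCN4* did not pass 1.5-fold with the median difference set to 0, after a loess on mean signal or with the offset, nor did *KCNK6* with the offset.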

## 4 Discussion

Studies on the expression of *DRAIC* have been mainly conducted by RT-qPCR using total RNA from cell lines and clinical samples. Publicly available transcriptome data such as microarray and RNA-sequencing have also been used to analyze *DRAIC* expression [8,31]. Although these approaches are beneficial in understanding its overall expression tendency, detailed information regarding its expression patterns (e.g., cell type specificity) is not available. Furthermore, even in the worldwide databases, such as The Cancer Genome Atlas, not all benign and malignant histological types are collected.

In this study, we utilized RNAscope technology to detect *DRAIC* expression in FFPE specimens. RNAscope is an established technology to quantitatively analyze the expression of coding and non-coding RNA with high sensitivity and specificity [24,29,33,34]. Using this technology, we successfully detected *DRAIC* in FFPE cell block samples and xenograft tissues, and these expression levels were consistent with the CCLE dataset and our RT-qPCR results. VMRC-LCD, which had the highest expression levels of *DRAIC* in the analyzed cell lines, had many small dots in the cytoplasm. Since we showed in our cell fractionation assay that *DRAIC* was predominantly expressed in the cytoplasm of prostate cancer cells [8], several molecular mechanisms as a cytoplasmic lncRNA have been reported [9,10,14,15,35]. Importantly, this study revealed that *DRAIC* was also expressed in the nuclear compartment as larger dots. Although the precise region where the nuclear *DRAIC* was expressed has not been identified, this finding may lead to the understanding of novel functions of *DRAIC*, considering that nuclear lncRNAs regulate gene expression through multiple mechanisms [4,5]. Tiessen et al. demonstrated through cell fractionation analysis that *DRAIC* was expressed both in the nucleus and cytoplasm of a breast cancer cell line, MCF-7 [16]. These results indicate that the pattern of *DRAIC* subcellular localization might be cell-type dependent. While the molecular mechanisms of this unique pattern remain unclear, the sequence motif and its binding partners might affect the localization [36]. It would be important to analyze the intracellular distribution in each cell line by RNAscope CISH to determine the diversity of biological functions.

This is the first report analyzing the *DRAIC* expression on TMAs. In normal tissues, some epithelial cells weakly expressed *DRAIC,* mainly in their nucleus. In contrast, some specific cancer cells had moderate to high *DRAIC* expression in their nucleus and cytoplasm, although the distribution pattern varied. In addition to the adenocarcinomas of the prostate and breast, whose *DRAIC* expressions have been analyzed [8,13,37], this study demonstrated the high expression in a subset of NECa, LUAD, and SCLC. Our previous bioinformatics-based analysis indicated that *DRAIC* was highly expressed in ASCL1 (a NE-differentiation-associated transcription factor)-positive LUAD and SCLC [31]. Because RNAscope could be simultaneously performed with immunohistochemistry within the same specimen [38], it would be interesting to further demonstrate the positive correlation between *DRAIC* RNA and ASCL1 protein in these instances. In addition, by analyzing the infiltrating cell types, we plan to clarify whether *DRAIC* is an immune-related lncRNA because it was suggested to be involved in the immune cell infiltration in LUAD [17]. It would also be important to analyze *DRAIC* involvement in the prognosis of patients with LUAD because contradictory results have been presented in our [8,31] and other [15] reports.

We performed a gene expression microarray after *DRAIC* knockdown by siRNA in VMRC-LCD, an NE-differentiated LUAD cell line. 

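Of 55 measured markers of NE differentiation, 48 lay within 1.5-fold between the arrays, 5 were lower and 2 higher in si-*DRAIC*2. *NEFM*, a neurofilament gene, had a log2 difference of −0.83, from 15.99 to 15.15, *DLL3*, a Notch ligand of NE tumors, −0.67 and *SLC18A1*, a vesicular monoamine transporter gene, −0.66, and *CPE* was lower as well. *SCG5*, which encodes a secretory granule chaperone, had a difference of 0.79 and *NEFL*, another neurofilament gene, 0.63. The diagnostic markers did not pass 1.5-fold. *CHGA* (chromogranin A) had a difference of −0.25, *CHGB* −0.027, *SYP* (synaptophysin) 0.095, *NCAM1* −0.36 and *ENO2* 0.45. *INSM1*, a transcription factor of NE cells, had −0.48, from 13.91 to 13.43. This fall lies at percentile 1.86 of the differences of genes with a similar signal. In the same measure *NCAM1* lay at percentile 10.0, *CHGA* at 17.7, *CHGB* at 34.9, *SYP* at 66.1 and *ENO2* at 88.9. Of 30 NE transcription factor genes, 2 were lower, *PROX1* among them, and 1 was higher. *NEUROD1* is unnamed in the annotation used here and has no value.

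The NE markers had a median difference of −0.046 (percentile 14.5 of matched random lists), and 9.00% of the random lists had as many lower members. The NE transcription factors had a median of −0.16 (percentile 1.65), which stands apart, but not after a loess of the difference on the mean signal was subtracted (median −0.13, percentile 3.41). The 16 of them at or above the median signal had −0.22 (percentile 0.78), and the NE markers after the loess had −0.092 (percentile 2.63).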

The GO terms related to NE were enriched by knockdown, which suggests that *DRAIC* might be involved in the characteristics of cancer cells with NE-differentiation, although the molecular mechanisms are unknown. *DRAIC* knockdown also influenced the gene expression associated with cellular migration and cell-substrate adhesion, while cell viability was not affected. 

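Cadherin genes, which act in cell-cell adhesion, were higher where they passed 1.5-fold. Of 21 cadherin genes, 3 were higher and none lower, and 10.85% of matched random lists had as many higher members. *CDH17*, an intestinal-type cadherin gene, had a log2 difference of 0.74, from 13.30 to 14.04. Of 29 integrin genes, *ITGA3* was the only one past 1.5-fold, and it was higher. Among 28 semaphorin and plexin genes, which act in cell guidance, 2 were higher, *PLXNC1* among them, and *SEMA3C* was lower. Of 47 genes of the epithelial-mesenchymal transition, 3 were higher, among them *CTHRC1* (0.69), a secreted protein of the matrix, and 2 lower. The lists had medians of 0.12 for cadherins (percentile 90.8), 0.014 for integrins (percentile 63.3), −0.067 for semaphorins and plexins (percentile 29.5) and −0.043 for the epithelial-mesenchymal transition (percentile 21.4), and none stands apart from random lists matched on size and signal. Among genes at or above the median signal, 11 integrin genes had a median of 0.25 (percentile 98.5), and with 32 added to both linear signals the cadherins had 0.11 (percentile 98.3), both outside the range of random lists. The other alternatives left both lists within that range, with −0.016 for integrins after a loess on mean signal (percentile 40.3) and 0.0057 with the offset (percentile 62.5), and for cadherins 0.15 after the loess and 0.12 at or above the median signal (percentile 80.6). Of the 3 higher cadherin genes, 2 lay below the median signal.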

Consistent with these results, *DRAIC* knockout using the CRISPR/Cas9 system induced cell migration and anchorage-independent growth in prostate cancer cells, while cell proliferation at the standard plate was not altered [9]. Notably, *DRAIC* knockdown remained low invasive ability in VMRC-LCD cells, suggesting that the effect of *DRAIC* on cellular invasion is also cell type-dependent. Because *DRAIC* induces or represses cellular invasion, depending on cancer cell types [8,9,15,39], we should analyze the cellular phenotypes *in vitro* and *in vivo* using various NE-differentiated cancer cells. In addition, given that siRNA strategies are not effective in knocking down nuclear RNAs because RNAi-machinery is localized in the cytoplasm [40,41], we need to knockout *DRAIC* using CRISPR/Cas9 in VMRC-LCD and other cell lines to fully analyze the functions of nuclear *DRAIC*. Nevertheless, our gene expression analysis presented here suggests the potential involvement of *DRAIC* in NE-differentiation and cancer-related phenotypes.

## 5 Conclusion

We successfully detected *DRAIC* expression by RNAScope CISH in FFPE cell line samples and TMAs. Because this study aimed to establish RNAscope CISH for *DRAIC* and investigate expression patterns in various cancers, the case numbers of each histological type were limited. Whether and how *DRAIC* expression is changed during carcinogenesis and involved in the prognosis of patients will be investigated next using a larger number of FFPE specimens. Although further analyses are required to fully understand *DRAIC* expression and function, our results provide novel insights into the molecular mechanisms of *DRAIC* in physiological and disease conditions.

## Informed consent statement

Tissue microarrays commercially obtained from TissueArray.Com LLC were developed in compliance with their ethical standards with the donor's informed consent and privacy.

## Funding

This research was funded by Grants-in-Aid for Scientific Research from the 10.13039/501100001691Japan Society for the Promotion of Science (grant number 15H06717 and 21K09862).

## CRediT authorship contribution statement

**Kouhei Sakurai:** Conceptualization, Formal analysis, Funding acquisition, Investigation, Methodology, Resources, Validation, Visualization, Writing – original draft. **Seiji Yamada:** Conceptualization, Formal analysis, Investigation, Methodology, Validation, Writing – review & editing. **Rika Ito:** Formal analysis, Investigation, Validation, Visualization. **Mako Ochiai:** Formal analysis, Investigation, Validation, Visualization. **Tatsuya Ando:** Methodology, Writing – review & editing. **Yasuhiro Sakai:** Methodology, Writing – review & editing. **Taku Kato:** Methodology, Resources, Writing – review & editing. **Hiroyasu Ito:** Methodology, Writing – review & editing.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Chromogenic in situ hybridization reveals specific expression pattern of long non-coding RNA DRAIC in formalin-fixed paraffin-embedded specimen
**Source:** Noncoding RNA Res. 2023 Nov 11;9(1):76–83. doi: 10.1016/j.ncrna.2023.11.004
**Supplement:** Multimedia component 1

Supplementary material

Chromogenic *in situ* hybridization reveals specific expression pattern of long non-coding RNA *DRAIC* in formalin-fixed paraffin embedded specimen

Kouhei Sakurai, Seiji Yamada, Rika Ito, Mako Ochiai, Tatsuya Ando, Yasuhiro Sakai, Taku Kato, and Hiroyasu Ito

Seiji Yamada

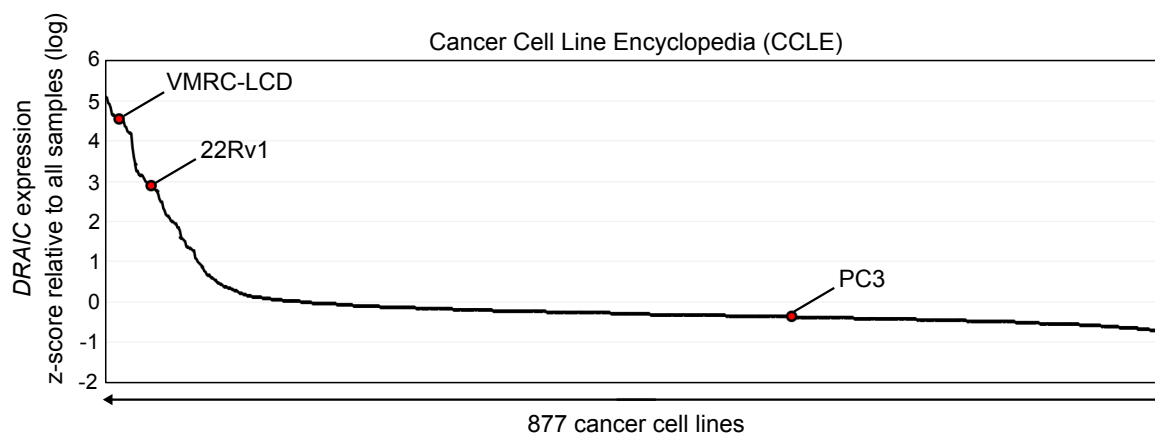

Figure S1

***DRAIC* expression across 877 human cancer cell lines from the Cancer Cell Line Encyclopedia (CCLE) dataset**

DRAIC expression was measured using the CCLE microarray dataset (Novartis/Broad, Nature 2012) and visualized using cBioPortal (<https://www.cbioportal.org/>).

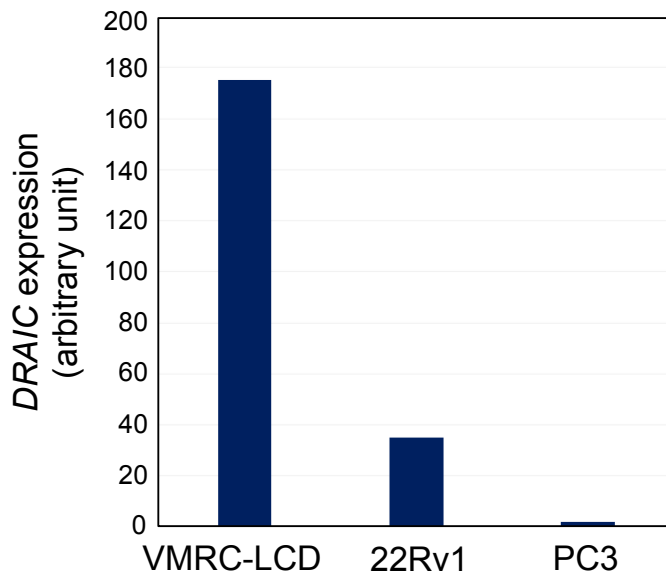

Figure S2

Expression of *DRAIC* in cell line block samples

The expression of *DRAIC* in VMRC-LCD, 22Rv1, and PC3 cell line block samples was analyzed by counting dark brown dots regardless of the dot size in both the nucleus and cytoplasm of 100 cells from 3 random fields of view and indicated as the average.

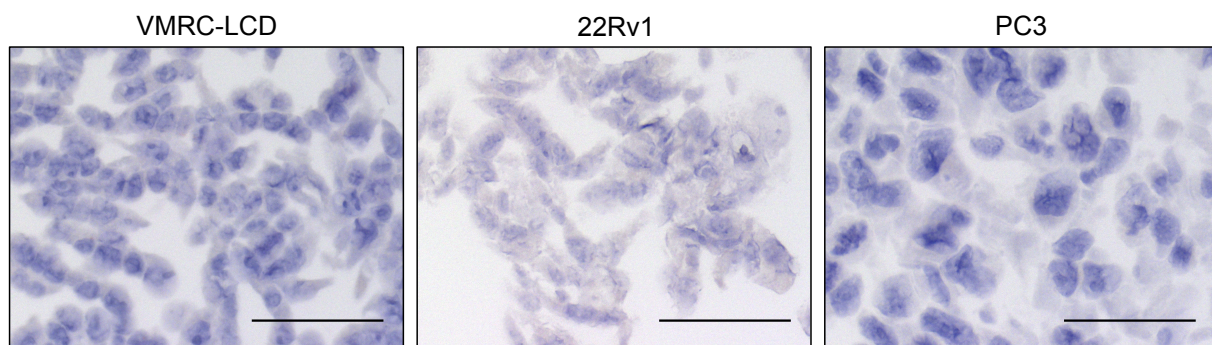

Figure S3

RNAscope CISH for *DapB* in the VMRC-LCD, 22Rv1, and PC3 cell lines

DapB, a bacterial RNA, was not detected in the FFPE cell block samples, VMRC-LCD, 22Rv1, and PC3. Scale bar: 50 μm.

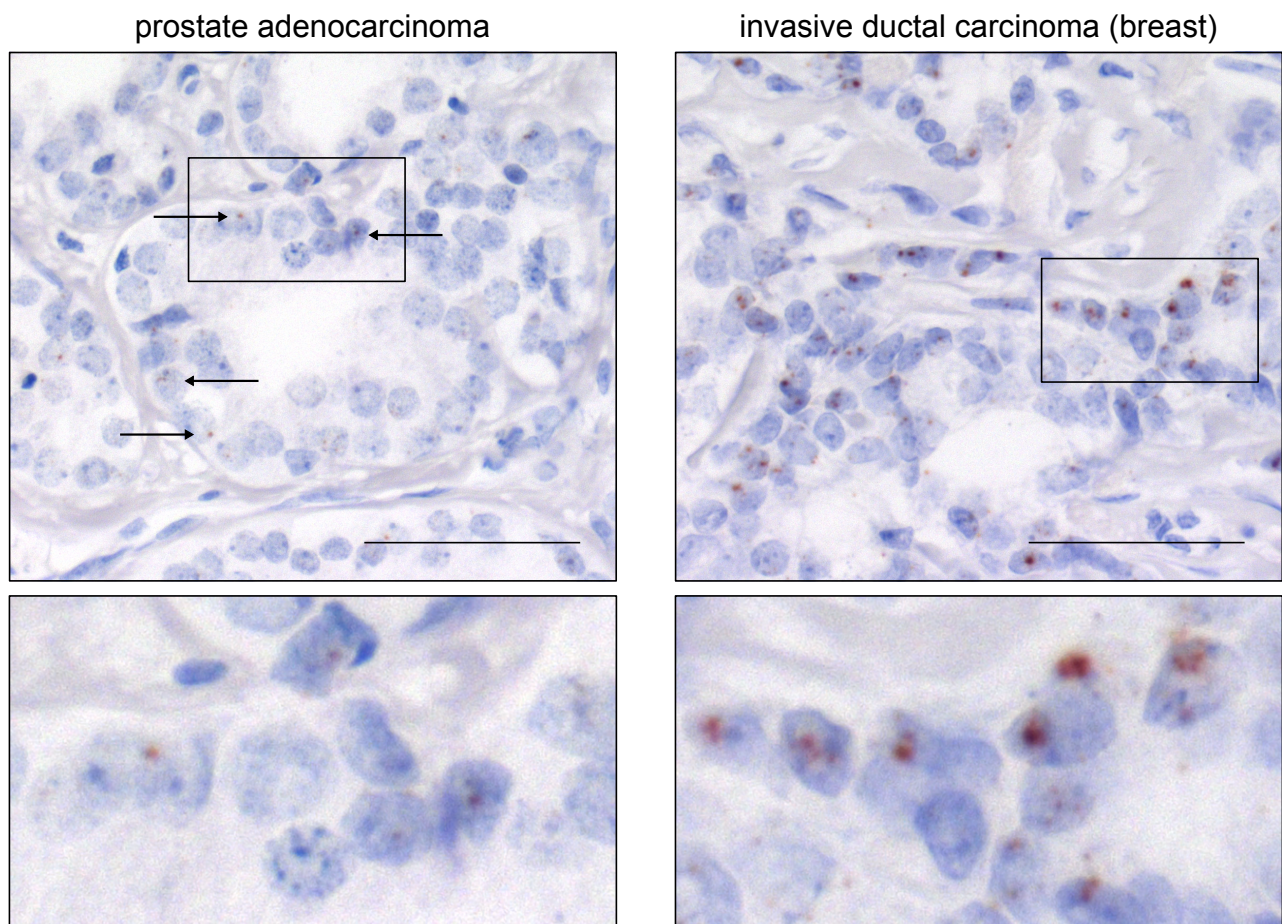

Figure S4

***DRAIC* expression in adenocarcinomas of the prostate and breast**

Representative images of *DRAIC* expression in prostate adenocarcinoma (left) and invasive ductal carcinoma of the breast (right). Arrows indicate some of the *DRAIC* signals in the prostate adenocarcinoma. Scale bar: 50 μm . The region with a black line rectangle is magnified below. The length of each magnified panel is 50 μm .

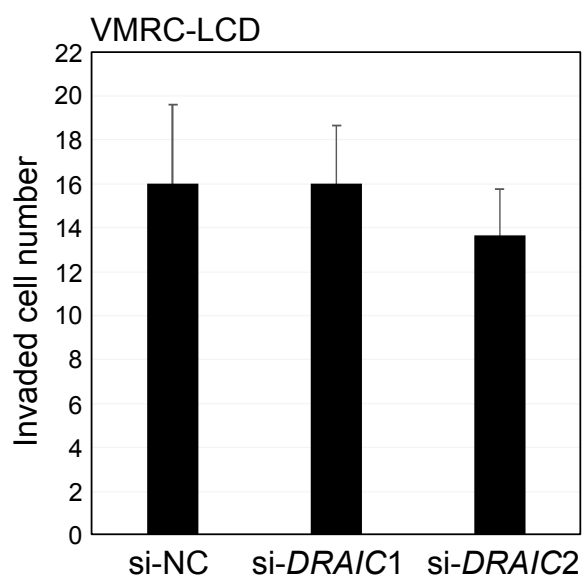

Figure S5

Matrigel invasion assay with VMRC-LCD-siNC, -si-*DRA/C1*, and -si-*DRA/C2* cells

Knockdown of *DRA/C* did not affect invasive ability in VMRC-LCD cells. Mean $\pm$ S.D. $n = 3$.

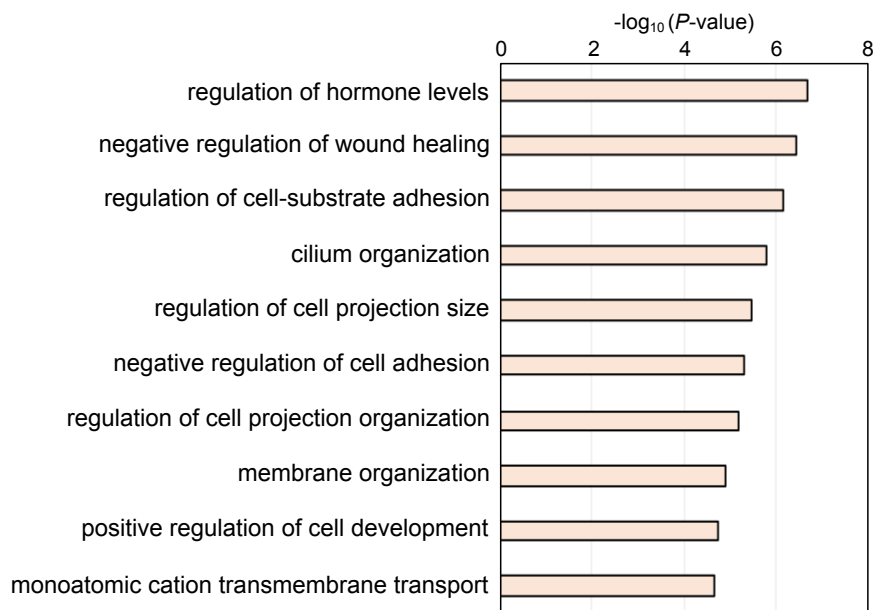

Figure S6

Gene Ontology (GO) analysis of siRNA-mediated knockdown of *DRAIC* in VMRC-LCD cells

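Fig. S6 ranks terms by the p-value that Metascape gave for the genes more than 1.5-fold higher in si-*DRAIC*2. Genes that restrain wound healing, many of them inhibitors of coagulation and regulators of fibrinolysis, were more often higher than lower. Of 50 measured genes, 8 were higher and 2 lower. *APOH*, which encodes a phospholipid-binding plasma protein, had a log2 difference of 1.19, from 8.32 to 9.52, *SERPINE2*, a serine protease inhibitor gene, 0.83 and *ANXA2*, an annexin gene, 0.68. Genes of cilium organization went both ways, with 9 of 132 higher and 11 lower. The intraflagellar transport gene *IFT74* (0.77), *DYNC2LI1* (0.66, not past 1.5-fold with 32 added to both linear signals) and *FUZ* (0.63) were higher. *IFT46* (−1.09), *TTC21B* (−0.94), *BBS10* (−0.75) and *CILK1* (−0.74), a ciliary kinase gene, were lower.

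As many higher members as in the wound healing list were found in 0.52% of random lists matched on size and signal, and as many as in the cilium list in 25.6%. The median of the wound healing list was 0.067 (percentile 90.6) and that of the cilium list −0.024 (percentile 43.8), and neither stands apart. Of the higher members, 5 of 8 in the wound healing list and 6 of 9 in the cilium list lay below the median signal. At or above it, 17 wound healing genes had a median of 0.19 (percentile 98.7), which stands apart, and 80 cilium genes, 3 of them higher and 9 lower, had −0.10 (percentile 3.92), which does not. With 32 added to both linear signals, the whole wound healing list had 0.021 (percentile 81.5).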

GO terms for Biological Processes enriched in the upregulated genes in si-*DRAIC2* were analyzed and visualized using Metascape (<https://metascape.org/gp/index.html#/main/step1>).

Table S1*DRAIC* expression in normal tissues

Table S2

DRAIC expression in various tumor tissues (excluding lung cancers)

- not available

Table S3

DRAIC expression in lung cancer tissues

How the deposited data were processed for this re-analysis (not part of the article)

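Total RNA of VMRC-LCD cells transfected with si-NC or si-*DRAIC*2 was measured on Human Clariom S arrays, with 1 array per condition. The authors made the deposited log2 signals from CEL files with SST-RMA in the Transcriptome Analysis Console, by background correction, quantile normalization and summarization of probes. The submitters' processing notes name RMA and the Transcriptome Analysis Console. The software version, the annotation build and any filter are not given in the sources used here. Both columns of the table were mapped to a sample by the labels, and the values were used as deposited with no further scaling.

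Transcript clusters were named through the platform annotation, with symbols checked against the RefSeq gene table of GRCh38.p14 by gene identifier. All 17709 named clusters matched that table and no symbol changed. The 17709 clusters carry 17687 distinct symbols, of which 20 have more than 1 cluster. In gene lists, such clusters were averaged on the log2 scale, and unnamed clusters were left out. No genome coordinates are given, since the sources used here do not name the build behind the array.

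A gene counts as higher or lower where the linear fold change between the arrays passes 1.5, as in the study's methods. With 1 array per condition no test across conditions can be made, and p-values across genes were not computed. The number of arrays limits the precision of every value, and the array gives no measure of its own error. As descriptions of these arrays, the median difference of each of 42 gene lists and its numbers of higher and lower members were compared with 10000 random lists of the same size, drawn from genes in the same of 20 bins of mean signal. A list stands apart where its median lies outside the middle 95% of these. By chance, 2.1 of the 42 lists would, if genes within a list varied independently between the arrays, which was not tested. Members that move together would raise that number. Among the families presumed silent, the olfactory receptors (percentile 0.06) and the beta-defensins (percentile 99.3) stand apart in opposite directions. Lists can thus stand apart though their members are presumed not expressed, so 2.1 may be too low a yardstick. Some lists share genes, so the lists are not independent of each other. Here 13 lists stand apart, 6 higher and 7 lower. The counts of members were compared in both directions for each list, and no number expected by chance is given for them. In lists written gene by gene, at least 80% of the members were measured, except for cholesterol synthesis (79.2%) and MYC target genes (76.7%). Lists of gene families picked by their symbols, such as the HOX genes and olfactory receptors, hold only measured genes. The share of each such family that was measured is therefore not known here. For a check of the procedure, the differences of the same 17687 genes were shuffled within signal bins, and lists of 50 genes were drawn. Of 100 unshifted lists, 5.00% stood apart, and 89.0% of lists shifted by a log2 difference of 0.20 were found. The shuffling removes any tendency of genes to move together. The first rate was therefore given by construction and does not calibrate the real lists. Shifts smaller than 0.20 were not simulated.

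The gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The lists were written by hand after the terms of Fig. 5d and Fig. S6 and after the biology of the line (NE differentiation, signaling, stress, cell types and gene families). They are not the GO terms themselves, and Metascape's enrichment was not repeated. The other terms of these figures, such as hydrolase activity, cell projection and membrane organization, were not analysed here. Named genes are those the paper names, the 12 largest rises and 12 largest falls at or above the median mean signal (Y-linked genes and XIST left out), up to 4 members of each list in each direction past 1.5-fold with a signal at or above that median, and 8 NE genes named in advance whatever their difference. Reference genes other than *HPRT1* were chosen after the data were seen. The alternatives were distinct symbols, only rows at or above the median signal, only rows above the 95th percentile of the presumed silent families, a 2-fold threshold, a median difference set to 0, a loess of the difference on the mean signal (span 0.3) subtracted, and 32 added to both linear signals. A search for the seed sequence of the siRNA in downregulated transcripts was foreseen and was not run, because transcript sequences were not used here. Calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots with matplotlib 3.10.9.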

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

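Apart from the olfactory receptors, which belong under detection of stimulus, the 7 lists in this part lie outside the terms that the paper reports, and their median differences lie outside the middle 95% of random lists matched on size and mean signal. The tests on olfactory receptors and on cholesterol synthesis were chosen after their result was seen, and the test on the presumed silent families was not.

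Genes of cholesterol synthesis were higher in si-*DRAIC*2 as a group. Their median log2 difference was 0.33 (percentile 100.0 of the random lists), and 17 of 19 were above 0. The lowest median with any 1 gene left out was also 0.33, but leaving out 1 of 19 genes can hardly move a median. *SQLE*, a rate-limiting enzyme of the pathway, had a difference of 1.05, *SC5D* 0.74 and *FDPS* 0.60, and these 3 passed 1.5-fold. The median was 0.33 before and 0.35 after the loess on mean signal. The loess changed differences by −0.11 to 0.045, so the trend with signal was smaller than this median. The random lists, with an upper limit of 0.15, were already matched on signal. The loess could therefore not have brought the list within their range and adds no separate support. With 1 array per condition, a difference between the cultures unrelated to the siRNA and an effect of the knockdown cannot be told apart.

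Genes past 1.5-fold were at least as frequent in families presumed silent as among well-measured genes. The share past 1.5-fold in the silent families was 1.75 times that among rows at or above the median signal (95% of resampled genes gave 1.37 to 2.15). Noise of dim probes from array to array may thus account for part of the 1100 higher and 1343 lower transcript clusters. How much of the rest follows the knockdown stays open, because neither condition has a second array and the seed of the siRNA was not examined.

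Olfactory receptor genes were more often lower than higher, and the paper reports detection of stimulus among the downregulated terms. They make up 2.76% of all lower transcript clusters. Their signals lay at the level of unexpressed genes, since 1.72% of them (exact 95% interval 0.635 to 3.72) exceeded the 95th percentile of the other silent families. A fall of all dim probes is argued against by those families, 145 genes with a median difference of 0.017 (95% of resamples −0.032 to 0.12). Of these genes, 10 were higher and 8 lower. The beta-defensins had a median of 0.20, the taste, vomeronasal and trace amine receptors −0.0068 and the keratin-associated proteins 0.0. Their median signals of 4.09, 4.08 and 4.24 were somewhat above the 3.71 of the olfactory receptors, so the match in signal is not exact. Whether probes of related receptors respond together was left undecided, as 26.5% of shuffles gave as large a spread between the 17 receptor families, and the effect of the knockdown was not tested further.

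Proliferation genes had a median difference of 0.10 (percentile 98.4), with *HMMR* (0.82) and *MAD2L1* (0.59) higher and the S phase genes *CCNE2* (−1.09), *CDT1* (−0.95) and *TYMS* (−0.86) lower among 59. MYC target genes had a median of 0.21 (percentile 99.7, 23 genes), with none past 1.5-fold. Cytosolic ribosomal protein genes had a median of 0.15 (percentile 99.8, 52 genes), and *RPL19* (0.63) was the only member past 1.5-fold. After the loess on mean signal the ribosomal list had 0.097 (percentile 99.4) and *RPL19* 0.58, below the threshold, and *MAD2L1* did not pass it with 32 added to both linear signals. Lung epithelial markers had a median of 0.14 (percentile 97.6, 28 genes), with none past 1.5-fold and 22 below the median signal. After the loess their median was 0.16, just inside the limit of random lists, and the 6 at or above the median signal do not stand apart (median −0.0044, percentile 56.9). Beta-defensins, of which all 26 were below the median signal, had a median of 0.20 (percentile 99.3), and of 0.075 with 32 added to both linear signals (percentile 99.6). Zinc finger genes with ZNF symbols, 482 in number, had a median of −0.089 (percentile 0.03), with 40 lower (random median 33, and 12.3% of random lists had as many) and 19 higher (random median 26), among them *ZNF503* (−1.28), *ZNF718* (−0.91), *ZNF629* (−0.83), *ZNF573* (−0.78), *ZNF93* (0.94), *ZNF714* (0.94) and *ZNF678* (0.76).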

How the results depend on the processing

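The counts of genes past 1.5-fold depended on how dim signals and the threshold were treated. At or above the median signal 376 were higher and 521 lower, above the 95th percentile of the silent families 488 and 657, with 32 added to both linear signals 373 and 521, and past 2-fold 131 and 213; a filter or a higher threshold lowers a count by construction. Distinct symbols (882 and 1055), a median difference set to 0 (1159 and 1289) and the loess on mean signal (1205 and 1233) kept the counts within 1.5 times. Setting the median difference to 0 shifts a list and its random lists alike, so it cannot move a list across their limits and tests only the counts and single genes. Among genes at or above the median signal, the MAPK list turned to 0.030 and the lung epithelial markers to −0.0044, the brain development list had −0.066 and the kidney list −0.030, none of them apart, while wound healing (0.19), NF-kB targets (−0.29) and integrins (0.25) came to stand apart. With 32 added, MAPK (−0.047), kidney (−0.059) and ion channels (−0.031) no longer stood apart and cadherins (0.11) did. After the loess, NE transcription factors (−0.13) and, by a narrow margin, lung epithelial markers (0.16) no longer stood apart. The cause was not tested for these lists, and 5 lists have no value at or above the median signal because fewer than 5 of their members lie there (fibroblast, endothelial, olfactory receptor, taste receptor and beta-defensin lists). Of 121 named genes, 16 fell below 1.5-fold under at least 1 of 3 alternatives and 0 changed direction. These 3 alternatives shift a gene too little to turn a difference past 1.5-fold, so they do not test its direction. No paired analysis was possible because each condition has 1 array. The array gives no measure of error of its own, so signal over the level of silent families limits which differences can be read.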

Differences from the paper's values

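The paper's counts of 1100 upregulated and 1343 downregulated genes equal those found here over all transcript clusters at the same 1.5-fold threshold, named or not. Among the alternatives, distinct symbols (882 and 1055), the median difference set to 0 and the loess on mean signal stayed within 1.5 times of the paper's counts, and the filters on dim signal, the 2-fold threshold and the offset of 32 did not.

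The paper lists sensory organ development among the terms enriched in the downregulated genes. In the list made here, 4 of 75 genes were lower, where random lists had a median of 5, and 77.5% of random lists had at least as many. The 17 genes of this list at or above the median signal had a median difference of −0.14 (percentile 9.28), against −0.016 for the whole list, and neither stands apart. The paper lists cilium organization among the terms of the upregulated genes, and here 9 genes were higher, with a median of 7 in random lists, but 11 were lower. For metal ion transport, 10 ion channels were lower where random lists had a median of 9, and 44.5% of random lists had at least as many. The zinc, copper and iron transporters had 3 lower and 3 higher members, with a random median of 1 and 16.8% of random lists having at least as many lower. For detection of stimulus, the taste, vomeronasal and trace amine receptors had 2 lower, equal to the random median, whereas 37 olfactory receptors were lower against a random median of 22. The lists of cell migration (16 lower), MAPK (10 lower), hormone levels (12 higher) and wound healing (8 higher) had more members in the paper's direction than in the other. As many were found in 0.37%, 8.86%, 4.11% and 0.52% of random lists. The lists of brain, nervous system, kidney and sensory organ development, cell maturation, ion channels, olfactory receptors and cell-substrate adhesion leaned the paper's way too. Over all transcript clusters 1343 were lower and 1100 higher, so such a lean alone is no enrichment. All these lists were written by hand and are not the GO terms that the paper tested.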

Other observations

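Genes of the unfolded protein and integrated stress response went in opposite directions. Of 30 measured, 4 were higher than 1.5-fold in si-*DRAIC*2, where 1.56% of random lists had as many, and 3 were lower. *PSAT1*, an enzyme of serine synthesis, had a log2 difference of 1.14, *DDIT3*, which encodes CHOP, 0.77, and the endoplasmic reticulum genes *SDF2L1* and *MANF* both had 0.69. *CHAC1*, at −2.15 the largest fall of the named genes, and the cystine transporter gene *SLC7A11* (−1.15) are also targets of ATF4. The list had a median of −0.069 (percentile 9.98). Of 55 autophagy genes, 6 were higher, where 2.09% of random lists had as many, and 2 lower, with *BNIP3L* at 0.65, *DEPTOR* at 0.61, *OPTN* at 0.61 and *PIK3C3* at −0.61, and a median of 0.052 (percentile 88.1). With 32 added to both linear signals, *MANF*, *DEPTOR*, *OPTN* and *PIK3C3* no longer passed 1.5-fold, nor did *PIK3C3* after the loess on mean signal.

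The paper recounts that *DRAIC* restrains NF-κB activity in prostate cancer cells. In VMRC-LCD cells, of 45 NF-κB target genes 7 were lower in si-*DRAIC*2 and 2 higher, and 3.97% of random lists had as many lower members. *NFKBIZ* (−1.06), *CD83* (−0.96) and *NFKB1* (−0.79) were the lower ones at or above the median signal, and the list's median was −0.089 (percentile 13.1). The 10 genes of this list at or above the median signal had a median of −0.29 (percentile 1.86), which stands apart. The whole list did not after the loess on mean signal (median −0.053, percentile 19.7) or with 32 added to both linear signals (median −0.037, percentile 14.7). Of its 7 lower members, 4 lay below the median signal. Of 45 interferon-stimulated genes, 5 were higher, among them *IFI35* (0.67, but 0.56 with 32 added to both linear signals), and 1 was lower, with a median of 0.026 (percentile 72.6). Of 31 p53 target genes, *ZMAT3* was the only higher one and 2 were lower, among them *SUSD6* (−0.65), with a median of −0.025 (percentile 43.4). Notch, YAP and REST genes, which mark cells without NE differentiation, had 4 of 31 lower, *ANXA1*, *NOTCH2* and *HEY1* among them, and 1 higher, with a median of −0.022 (percentile 48.1). Of 18 genes that report ERK activity, 2 were lower, among them *EPHA4* (−0.63), and none higher, with a median of −0.095 (percentile 21.5).

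Of 13 genes that neighbour *DRAIC* in its chromosomal band, *GLCE* (−0.97) was lower and 1 was higher, with a median of 0.15 (percentile 92.9), of 0.060 after the loess on mean signal (percentile 72.2) and of 0.090 for the 10 at or above the median signal (percentile 79.5). Of 12 genes of the RNAi machinery, *TNRC6B* (0.63) was the only one past 1.5-fold, with a median of 0.17 (percentile 94.9). HOX genes (23 measured, 1 lower, median −0.019, percentile 53.4) and keratin-associated protein genes (85 measured, 4 higher, 4 lower, median 0.0, percentile 62.7) did not stand apart. Markers of fibroblasts (15 measured, 2 lower, median −0.026, percentile 47.5), leukocytes (23 measured, 3 lower, median 0.072, percentile 82.9) and endothelial cells (13 measured, 1 lower, median −0.035, percentile 44.8) did not either, and all of their lower members were below the median signal.

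For comparison with *HPRT1*, 12 further genes in common use as references were chosen after the data were seen. Their median difference was 0.0084, from −0.54 for *GUSB* to 0.51 for *PGK1*, and *ACTB* had −0.0090 and *GAPDH* 0.13. The 0.40 of *HPRT1* lies near the upper end of this range, and only *PGK1* was higher.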
